A study of Mus musculus with 36 samples. Its data were reported in "Dual functions of TET1 in germ layer lineage bifurcation distinguished by genomic context and dependence on 5-methylcytosine oxidation" (2023).

How the data were processed

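RNA was measured in 36 libraries of mouse ESCs and their neurobasal derivatives, in 3 experiments of 12, 18 and 6 libraries. The authors trimmed the reads with Trim Galore 0.6.4, quantified them with Salmon 0.14.1 against GENCODE M23 mouse transcripts (mm10), and summed the transcript estimates per gene with tximport, with 1 column per library and no pooling. The deposited expected counts are the sums of these estimates. They were not scaled between libraries, 73.8% of the values, zeros included, were exactly whole, and whether tximport derived the counts from abundance is not stated. The deposited TPM values (transcripts per 1e6 transcripts, corrected by the authors for transcript length) come from the same estimates and were used in 1 alternative only. Salmon shares reads among similar transcripts by estimate, so values of pseudogenes, retrocopies and close paralogs are uncertain.

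Each deposited file held 54281 genes. No per-sample column lacked a sample, 205 genes had no symbol and 100 symbols stood for more than 1 gene. Positions and biotypes came from GENCODE M21, which held 99.7% of the gene identifiers, and 25 tested genes had no position. Expected counts were rounded to whole numbers, and genes were kept with the edgeR filter on low counts (minimum count 10, minimum total 15), which left 21601 genes. CPM values are counts per 1e6 counts of a library, scaled by TMM factors.

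Replicates were cell lines, 2 per genotype (KO1 and KO15, WT7 and WT34, CM59 and CM69). Experiment 2 held second differentiations of the KO and WT lines on days 3 and 5, so n counts libraries, not independent lines. WT70 is labelled only as WT, had 1 library per day, and kept its own groups. According to the study the MUT lines descend from WT7 and were made beside mock-transfected clones, which the study used as WT beside MUT. The labels do not say whether WT70 is such a clone. A lone library was assumed to vary like the other groups. MUT and WT70 were in experiment 3 and KO in experiments 1 and 2, so the KO effect was taken against WT7 and WT34 and the MUT effect against WT70, and the difference of the effects was tested.

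All 36 libraries entered 1 model with 16 group means, a term for experiment 2 against experiment 1 and 19 residual degrees of freedom, fitted in R 4.3.3 with the quasi-likelihood F test of edgeR 4.0.16. Every adjusted p in the report is from this test with Benjamini-Hochberg adjustment over the tested genes, unless a gene list or another tool is named. A gene passed, and is said to have risen, fallen or changed, at an adjusted p under 0.05 with a log2 fold change beyond 1 in size. Log2 fold changes carry their standard error (SE), CPM values are mean ± SD over libraries, and log2 CPM for the principal components used a prior count of 2. Against a group at 0 counts the fold is a bound computed from 3 counts over the group. Against 1 to 3 counts it is a ratio with a 95% interval. Bounds and intervals cover counting error only.

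Of 42 gene lists, 41 had at least 5 tested members and were tested with camera of limma 3.58.1 (preset correlation 0.01, Benjamini-Hochberg over the lists of a comparison). Of the lists, 12 were markers that the study took from an embryo atlas, and the others were written from general knowledge. Genes that the study picked from these same libraries are in some lists, and for those the count adjusted over the list alone is not independent evidence. Over 12 comparisons camera made 200 calls, and with an estimated correlation 83 were made. Per comparison, the calls kept were 4 of 9, 0 of 4, 1 of 13, 12 of 19, 11 of 22 and 11 of 26 for KO on days 0 to 5, 1 of 13 and 9 of 18 for MUT on days 3 and 5, 8 of 14 and 10 of 23 for the difference of the effects, and 6 of 15 and 10 of 24 for WT cells from day 0 to 3 and from day 3 to 5.

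The genes named were chosen by rule: 47 marker genes in every comparison, then the 5 highest and 5 lowest log2 fold changes among passing genes whose libraries did not overlap and whose higher group averaged at least 5 CPM (predicted genes left out), then up to 4 members with the smallest p of each list described. For the difference of the effects the overlap was not required. The groups, tests, thresholds, gene lists, naming rule and most alternatives were chosen before the data were examined. The alternatives were DESeq2 1.42.0, RLE size factors, no filter on low counts, a log2 fold change over 1.5, no experiment term, only the compared libraries, limma on log2(TPM + 1) with a filter at 1 TPM, each library left out in turn, each experiment alone, 1 summed library per line, and other controls for MUT. The comparison of MUT with WT7 and WT34, that of KO with MUT directly, and the count without imprinted and Y-linked genes were added after the data were seen.

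The same WT lines stand in each WT group, so WT days were also compared with the line as a replicate block. The difference of WT7 from WT34 correlated over 21601 genes by -0.00996 between days 0 and 3, by 0.0204 between days 3 and 5, and by 0.0162 between the experiments on day 3.

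Total counts averaged 15.6 M per library (M, 1e6 counts), and group means were 13.2 M to 21.9 M. The 10 highest genes took 4.11% to 6.83% of the counts. Over 28 pairs of replicates the chi-square per degree of freedom was 4.05 to 41.6 (genes with a summed count of at least 10), so replicates differed by more than counting error, and log2(CPM + 1) correlated at 0.976 to 0.996. The model was tested on simulated data with 21148 genes. For log2 changes of 1, 2 and 3, it recovered 73.1%, 88.1% and 93.9% in KO vs WT day 0, 80.6%, 94.0% and 98.5% on day 3, and 55.2%, 85.1% and 89.4% in MUT vs WT70 day 3, with 3, 5 and 5 unchanged genes called. Tables were read with the data.table package (version 1.17.8) and figures drawn with matplotlib 3.10.9 in Python 3.11.15.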

Results

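Bulk RNA-seq was collected from 36 libraries of mouse ESCs and of the cells derived from them by neurobasal differentiation, in which ESCs grown without serum become antNPCs by day 5. The question set by the design was how the loss of TET1, a dioxygenase that oxidises methylated cytosine in DNA, alters the choice between neural and primitive streak lineages, and how much of that effect follows from the loss of its catalytic activity alone. *Tet1* KO lines (KO1 and KO15) and WT lines (WT7 and WT34) gave 2 libraries per genotype on days 0, 1, 2 and 4, 4 per genotype on day 3 and 3 per genotype on day 5. Lines with a catalytic mutation of *Tet1* (MUT, lines CM59 and CM69) gave 2 libraries on day 3 and 2 on day 5, beside 1 library per day of a further line labelled WT (WT70). The libraries fell into 3 experiments of 12, 18 and 6 libraries. Experiment 1 held KO and WT cells of days 0, 3 and 5, experiment 2 a daily time course of the same lines from day 1 (on day 5 only KO1 and WT7), and experiment 3 the MUT and WT70 cells. Total counts ranged from 10.1 M to 26.3 M per library (M, 1e6 counts), with a median of 14.6 M, and were 10.3 M to 17.6 M in experiment 1, 10.1 M to 26.3 M in experiment 2 and 17.5 M to 23.2 M in experiment 3. Between 23736 and 27524 genes had a count in a library, and 21601 genes were tested. The principal components of the 36 libraries carried 37.7%, 13.6%, 6.57% and 6.16% of the variance for the first 4.

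*Tet1* (ENSMUSG00000047146, mm10 chromosome 10, 62804570 to 62908996) was lower in every KO library than in every WT library of the same day. Its level was 28.9 to 83.1 CPM over the 15 KO libraries and 108 to 1432 CPM over the 15 libraries of WT7 and WT34. In WT cells the mean fell from 1370 ± 87.8 CPM (SD, n = 2) on day 0 to 135 ± 40.3 CPM (n = 3) on day 5, so the difference narrowed with time. The log2 fold change between KO and WT was -5.46 (SE 0.18) on day 0, -4.14 on day 1, -2.82 on day 2, -1.91 on day 3, -1.60 on day 4 and -1.13 (SE 0.12) on day 5. On day 5 it was -0.95 without WT day 5 replicate 3. With limma on log2(TPM + 1) it was -0.73, -0.36, -0.62 and -0.06 on days 2 to 5, not past the threshold. MUT libraries kept *Tet1* at 158 to 320 CPM beside 170 to 254 CPM in WT70, with log2 fold changes of 0.17 (SE 0.18, adjusted p = 0.999) on day 3 and 0.00 (SE 0.18, adjusted p = 1) on day 5.

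**Figure D1:**
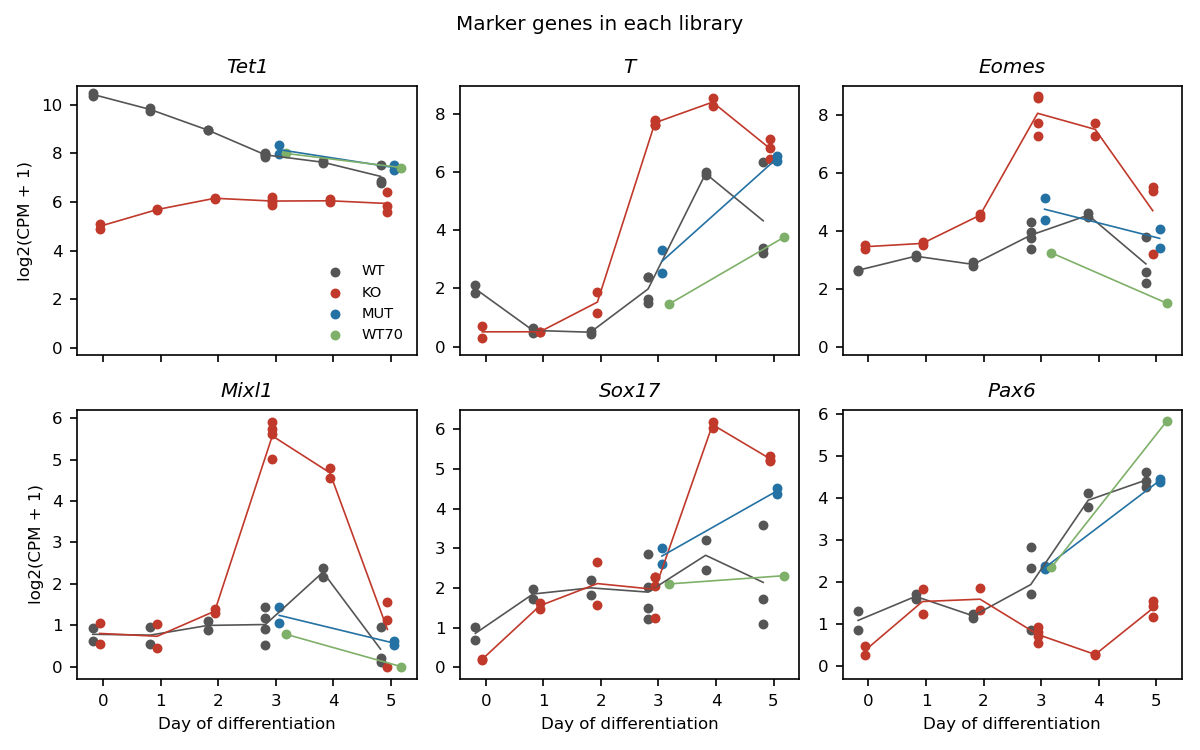
Level of *Tet1*, of the streak genes *T*, *Eomes* and *Mixl1*, of the endoderm gene *Sox17* and of the neural gene *Pax6* in each library, as log2(CPM + 1) against day of differentiation. Points are libraries, coloured by genotype, and lines join group means. KO libraries held *T* at a mean of 206 CPM on day 3, against 3.12 CPM in WT.

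In WT cells naive genes fell and formative genes rose over the first 3 days. The naive pluripotency factors *Esrrb* (755 ± 38.3 CPM on day 0, n = 2, and 7.82 ± 1.93 CPM on day 3, n = 4) and *Zfp42*, a marker of naive ESCs, fell by 6.38 and 5.81 on the log2 scale (SE 0.19 and 0.20). *Fgf5*, a marker of the post-implantation epiblast, rose by 5.97 (SE 0.29) to 99.3 ± 21.8 CPM, and the neural progenitor filament gene *Nes* rose by 4.59 (SE 0.19). *Pou5f1*, the core pluripotency factor, was not past the threshold (log2 fold change -0.25, adjusted p = 0.239). Of 21601 genes 2780 rose and 2078 fell, and the libraries of 4712 of these 4858 genes did not overlap between the days. With the cell line as a replicate block the count was 4420.

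All 14 measured naive pluripotency genes fell from day 0 to day 3 (14 lower adjusted over the list alone; camera adjusted p = 2.77e-31, adjusted p = 0.00082 with an estimated correlation). They included *Dppa5a* (-6.87, SE 0.24), *Tfcp2l1* (-4.53, SE 0.19) and *Nanog* (-3.28, SE 0.33). Of 12 formative and primed genes 8 rose, 0 fell and 4 did not pass (adjusted over the list alone, 9 higher and 2 lower, adjusted p = 1.84e-12, and 0.00132 with an estimated correlation), among them *Pim2* (3.56, SE 0.16), *Otx2* (3.28, SE 0.28) and the methyltransferase gene *Dnmt3b* (1.96, SE 0.09). Germline genes fell in 22 of 23 cases (22 lower adjusted over the list alone, median -3.99, adjusted p = 1.91e-15, and 0.0419 with an estimated correlation), with *Tdrd12*, a piRNA pathway gene, at -4.99 (SE 0.19). Of 18 cholesterol synthesis genes 13 rose and 0 fell (adjusted over the list alone, 16 higher and 1 lower, median 1.28, adjusted p = 4.48e-13, and 0.0426 with an estimated correlation), such as *Stard4* (1.85, SE 0.10), which moves sterols between membranes, and *Msmo1* (1.65, SE 0.09), *Fdps* (1.61, SE 0.11) and *Sqle* (1.28, SE 0.08), enzymes of the pathway. Polycomb repressive complex 2 genes fell in 4 of 12 cases with 0 rising (10 lower adjusted over the list alone, median -0.64, adjusted p = 8.2e-08, and 0.000362 with an estimated correlation), with *Mtf2* at -1.69 (SE 0.07), the core subunit gene *Eed* at -1.64 (SE 0.09) and *Jarid2* at -1.17 (SE 0.08). Of 26 anterior neural progenitor genes 12 rose and 2 fell (adjusted over the list alone, 12 higher and 4 lower, median 1.52, or 1.05 with the 8 genes of 3 or fewer counts in a group at their bound), led by *Sox3* (4.05, SE 0.28) and *Zic2* (3.14, SE 0.21). That call was lost at adjusted p = 0.337 with an estimated correlation (0.00838 with the preset correlation). The other TET genes moved apart, with *Tet2* falling by 4.91 (SE 0.17) and *Tet3* rising by 2.95 (SE 0.14). The genes with the largest non-overlapping rises were *Klhl4* (at least 68.6-fold higher), *Myt1l*, a neuronal transcription factor gene (at least 51.3-fold higher), *Slc35d3* (ratio 418, interval 143 to 2026), *Btbd17* (ratio 282, interval 50.4 to 11147) and *Slc22a3* (ratio 171, interval 47.3 to 1416). Those with the largest falls were *Prdm14*, a regulator of naive pluripotency and germ cells (ratio 0.00105, interval 2.65e-05 to 0.00588), *Khdc3* (ratio 0.00194, interval 0.000234 to 0.00705), *Lyz2* (ratio 0.00454, interval 0.000929 to 0.0134), *Elobl* (-8.62, SE 1.03) and *Krt42* (-8.21, SE 0.60).

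From day 3 to day 5 WT cells took on neural and midbrain identity. *Wnt1* and *En1*, which pattern the midbrain, rose, with 1586 counts against 3 for *Wnt1* (ratio 886, interval 303 to 4303) and a log2 fold change of 7.80 (SE 0.43) for *En1*. The neural progenitor genes *Sox1* (74.2 ± 29.8 CPM on day 5, n = 3, and 4.71 ± 1.42 CPM on day 3, n = 4) and *Pax6* (20.6 ± 2.72 and 3.35 ± 2.31 CPM) rose by 4.00 (SE 0.31) and 2.62 (SE 0.28) on the log2 scale. *Pou5f1* fell by 2.42 (SE 0.16) and *Dnmt3b* by 3.05 (SE 0.08). In all, 1618 genes rose and 1726 fell, and the libraries of 2795 of these 3344 genes did not overlap. With the cell line as a replicate block the count was 2414.

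Of 26 anterior neural progenitor genes 20 rose and 1 fell from day 3 to day 5 (adjusted over the list alone, 21 higher and 2 lower, median 2.52, or 2.44 at the bound, adjusted p = 9.02e-10, and 0.00979 with an estimated correlation). They included *Sox21* (3.85, SE 0.27), *Fezf2*, a forebrain factor (5.34, SE 0.40), *Lhx5* (3.25, SE 0.43) and *Ncam1* (1.61, SE 0.09), a neural adhesion molecule. Of 17 midbrain and hindbrain genes 15 rose and 0 fell (16 higher adjusted over the list alone, median 4.04, or 3.70 at the bound, adjusted p = 9.07e-11, and 0.0206 with an estimated correlation), with *Pax2* at 5.19 (SE 0.40) and *Irx2* at 3.00 (SE 0.19). Of 16 BMP pathway genes 12 rose and 0 fell (13 higher adjusted over the list alone, median 2.27, adjusted p = 1e-12, and 8.73e-05 with an estimated correlation), among them the targets *Id1* (4.45, SE 0.16) and *Id2* (2.79, SE 0.17) and the ligand gene *Bmp4* (3.78, SE 0.27). Formative and primed genes fell in 9 of 12 cases (adjusted over the list alone, 2 higher and 9 lower, median -2.07, adjusted p = 8.36e-22, and 7.61e-05 with an estimated correlation), with *Utf1* at -3.66 (SE 0.18) and *Fgf5* at -2.60 (SE 0.18). Some streak and mesoderm genes also rose, *T* by 3.35 (SE 0.48) and the somite gene *Foxc2* by 5.44 (SE 0.69), and 16 of 24 mesoderm genes rose (16 higher adjusted over the list alone, adjusted p = 5.51e-05, lost at adjusted p = 0.154 with an estimated correlation). *T* on day 5 stood at 8.40 and 9.58 CPM in the WT libraries of experiment 1 and at 79.8 CPM in WT day 5 replicate 3, the only WT library of that day in experiment 2. *Hand2*, a cardiac factor gene, rose from 3 counts to 19 (ratio 10.6, interval 3.13 to 56.0), but its fitted change was -2.97 without WT day 5 replicate 3, 2.79 (adjusted p = 0.0657) without WT day 3 replicate 3 and 2.31 (adjusted p = 0.129) without WT day 3 replicate 4. The other genes with the largest changes were *Ptgds* (ratio 657, interval 117 to 26026), the roof plate gene *Lmx1a* (ratio 122, interval 41.1 to 595) and *Wnt8b* (6.77, SE 0.63), which rose, and *Foxd3*, a factor of the epiblast and neural crest (-6.44, SE 0.21), *Pcnx2* (-6.25, SE 0.46), *Platr10* (-4.91, SE 0.18), *Slc22a3* (-4.75, SE 0.47) and *Spp1* (-4.67, SE 0.13), which fell.

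On day 0 KO ESCs resembled WT ESCs in the main pluripotency genes measured. *Nanog* (504 ± 14.8 CPM in KO and 411 ± 2.42 CPM in WT, n = 2 each), *Pou5f1*, *Zfp42*, *Esrrb* and *Sox2* had log2 fold changes of 0.29, -0.15, 0.05, -0.03 and -0.02, none past the threshold (adjusted p from 0.773 to 1). *Otx2*, which marks the exit from naive pluripotency, was lower (4.33 ± 0.122 against 11.4 ± 2.47 CPM, log2 fold change -1.42, SE 0.37). *Bmp7*, a BMP ligand gene, rose by 1.54 (SE 0.18). KO cells had 123 genes higher and 64 lower, and the libraries of 186 of these 187 did not overlap.

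Of 12 formative and primed genes 1 fell and 0 rose on day 0 (6 lower adjusted over the list alone, median -0.36, adjusted p = 2.27e-07, and 0.0116 with an estimated correlation). Of 26 imprinted genes, which are expressed from a single parental allele, 3 fell and 0 rose (adjusted over the list alone, 1 higher and 10 lower, median -0.49, adjusted p = 2.27e-07, and 0.0116 with an estimated correlation), led by *Peg3* at -2.04 (SE 0.36). Among 9 genes of TET and DNMT enzymes and their cofactors *Tet1* itself was the 1 that fell. The largest rises with separate libraries were *Rnf128*, a ubiquitin ligase gene (1.77, SE 0.22), *Mex3b*, an RNA-binding protein gene (1.76, SE 0.21), *Arl14epl* (1.84, SE 0.43), *Mid1-ps1* and *Xlr5b*. The largest falls besides *Tet1* were *Tpm3-rs7* (-8.62, SE 0.37), *Tdg-ps* (at least 156-fold lower, 461 counts in WT and 0 in KO), *Amd2* (-4.28, SE 0.93) and *Peg3*. *Mid1-ps1*, *Xlr5b*, *Tpm3-rs7*, *Tdg-ps* and *Amd2* are pseudogenes or members of near-identical families, so their values are uncertain because reads can be shared with other copies. Several of these calls were lost when 1 library was left out. *Otx2* was at -1.46 (adjusted p = 0.122) without KO replicate 1, -1.40 (0.177) without KO replicate 2 and -1.17 (0.278) without WT replicate 2. *Arl14epl* was at 1.49 (0.163) without KO replicate 1 and 1.48 (0.21) without WT replicate 2, *Mid1-ps1* at 2.77 (0.131) without WT replicate 2, *Amd2* at -3.35 (0.138) without KO replicate 2, and *Xlr5b* at 3.14 to 4.15 (0.0806 to 0.222) without any single library of the 4.

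On days 1 and 2 the KO and WT cells still differed in few genes. *Kirrel*, a cell adhesion gene, was higher in KO by 1.82 (SE 0.20) on day 1 and by 1.78 (SE 0.19) on day 2, but not past the threshold on day 1 with only the compared libraries (1.83, adjusted p = 0.0597), where 5 genes passed. By day 2 the neuronal tubulin gene *Tubb3* was lower (27.9 ± 4.98 against 70.8 ± 4.70 CPM, log2 fold change -1.35, SE 0.23), as was *Nnat*, an imprinted gene expressed in neural tissue (-2.22, SE 0.40). *Tcf7l1*, a repressor of Wnt targets, had log2 fold changes of -0.03 (SE 0.16) and -0.04 (SE 0.16) on these days, neither past the threshold. On day 1, 63 genes were higher and 74 lower in KO, and on day 2, 90 and 43. The libraries of 134 of 137 and of 133 of 133 genes did not overlap.

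Of 26 imprinted genes 3 fell and 0 rose on day 1 (9 lower adjusted over the list alone, median -0.67, adjusted p = 1.39e-05, lost at adjusted p = 0.0873 with an estimated correlation). On day 2, 4 fell and 0 rose (9 lower adjusted over the list alone, median -0.33, adjusted p = 9.2e-07, and 0.0418 with an estimated correlation), including *Nnat* and *Magel2* (-1.51, SE 0.25). The other named genes of day 1 were *Caps2* (2.06, SE 0.45), *Xlr3a* (1.95, SE 0.52), *Arl14epl* (1.81, SE 0.44) and *Sspo* (1.78, SE 0.37), which were higher, and *Amd2* (-5.68, SE 1.10), *Nnat* (-1.57, SE 0.40) and *mt-Co2* (-2.35, SE 0.62), which were lower. *mt-Co2*, a mitochondrial gene, stood at 1391 ± 1235 CPM in WT, and WT day 1 replicate 1 gave 5.68% of its counts to mitochondrial genes, the highest share among the 36 libraries (median 1.90%). Without that library *mt-Co2* was at -0.93 (adjusted p = 0.714), without KO replicate 1 at -2.20 (0.296) and without KO replicate 2 at -2.50 (0.165). Of the others *Caps2* was at 1.52 to 2.14 (0.0524 to 0.0764) without KO replicate 1, KO replicate 2 or WT replicate 2, *Xlr3a* at 1.42 to 2.09 (0.1 to 0.223) and *Arl14epl* at 1.34 to 1.91 (0.08 to 0.148) without any of the same 3. *Sspo* was at 1.63 (0.0806) without KO replicate 1 and 1.35 (0.181) without WT replicate 1, *Nnat* at -1.42 to -1.74 (0.13 to 0.268) without KO replicate 1, KO replicate 2 or WT replicate 1, the imprinted gene *Usp29* (-1.42, SE 0.33) at -1.04 (0.284) without KO replicate 1 and -0.85 (0.449) without WT replicate 1, and *Amd2* at -4.47 (0.0996) without KO replicate 2. Leaving out WT day 1 replicate 2 gave 487 genes in place of 137.

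On day 2 the named genes that were higher also included *Rab20* (2.14, SE 0.32), *Camk2n1*, an inhibitor of a calcium-dependent kinase (1.96, SE 0.24), *Prox1*, a homeobox gene of liver, lens and lymphatic cells (1.84, SE 0.32) and *Xlr3a* (2.34, SE 0.55). *Prox1* was at 1.73 (adjusted p = 0.058) without WT replicate 1, *Xlr3a* at 1.71 (0.237) without KO replicate 1 and 1.67 (0.369) without WT replicate 2. Without KO replicate 1, *Tubb3* was at -1.16 (0.0543), *Magel2* at -1.23 (0.0549) and *Nnat* at -1.93 (0.0735). *Xlr3a* belongs to a family of near-identical copies, which makes its value uncertain on both days. *Eomes*, a streak factor, was at 22.2 ± 1.06 CPM in KO and 6.16 ± 0.478 CPM in WT on day 2 (log2 fold change 1.85, SE 0.57, adjusted p = 0.109) and *T* at 1.98 ± 1.04 and 0.412 ± 0.0741 CPM (2.28, SE 1.37, adjusted p = 0.564), neither past the threshold. *Eomes* passed with DESeq2 (1.88), with only the compared libraries and without the filter on low counts, and *T* without the filter. For 18 primitive streak genes the median on day 2 was 0.96, or 0.53 with 7 genes at their bound, with 0 past the threshold and 0 adjusted over the list alone (adjusted p = 0.00177, lost at adjusted p = 0.615 with an estimated correlation).

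On day 3 KO cells expressed the primitive streak programme, which WT cells held at low levels. *T*, the brachyury factor of the streak and nascent mesoderm, stood at 206 ± 12.6 CPM in KO (SD, n = 4) and 3.12 ± 1.36 CPM in WT (n = 4), a log2 fold change of 6.21 (SE 0.46, adjusted p = 6.06e-10). *Eomes*, *Mixl1* and the node and endoderm factor *Foxa2* rose by 4.28 (SE 0.38), 5.45 (SE 0.42) and 4.72 (SE 0.34). Neural genes fell, *Tubb3* by 2.38 (SE 0.17) to 21.4 ± 4.17 CPM against 112 ± 17.7 CPM, *Pax6* by 2.13 (SE 0.34) and *Sox2*, which marks pluripotent and neural cells, by 1.65 (SE 0.20). *Pou5f1* was at 831 ± 48.4 and 705 ± 25.4 CPM, a difference not past the threshold (log2 fold change 0.23, adjusted p = 0.275).

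In numbers, 451 genes were higher and 405 lower in KO on day 3, and the libraries of 757 of these 856 did not overlap. The 2 experiments gave 927 genes (experiment 1) and 608 genes (experiment 2) when taken alone. The log2 fold changes in experiments 1 and 2 were 6.08 and 6.12 for *T*, 5.02 and 3.58 for *Eomes*, 5.67 and 5.26 for *Mixl1*, 5.16 and 4.18 for *Foxa2*, -2.43 and -2.32 for *Tubb3* and -2.69 and -1.41 for *Pax6*. Of the 856 genes 735 (85.9%) had not passed on an earlier day.

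**Figure D2:**
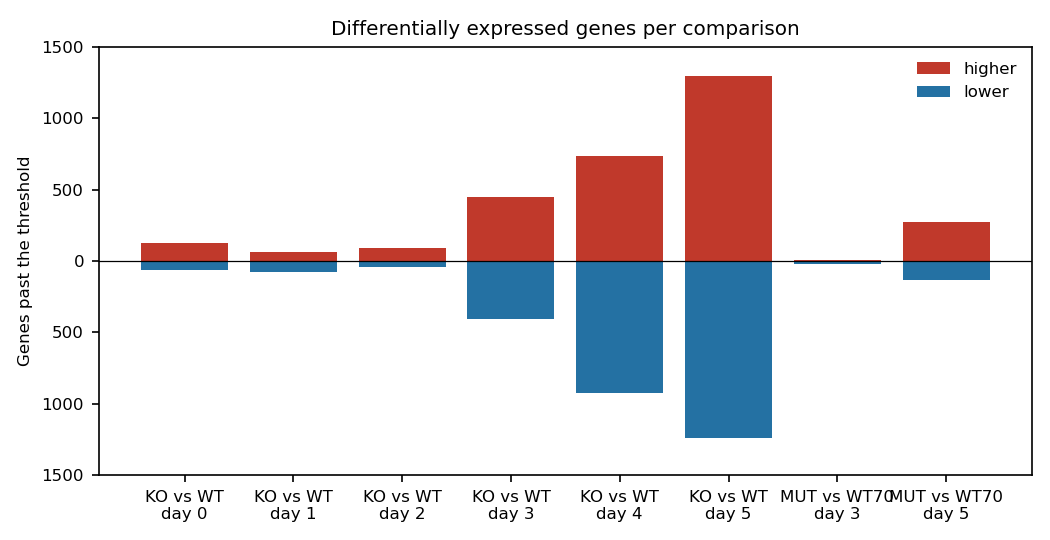
Number of genes past the threshold in each comparison, with bars above 0 for genes that rose and below 0 for genes that fell (vertical axis, number of genes). KO against WT gave 187 genes on day 0 and 2532 on day 5, and MUT against WT70 gave 32 on day 3 and 405 on day 5.

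Of 18 measured primitive streak genes 13 rose on day 3, 0 fell and 5 did not pass (14 higher adjusted over the list alone, median 4.36, adjusted p = 6.48e-31, and 0.0048 with an estimated correlation). *Evx1*, a posterior streak factor, rose by 6.41 (SE 0.51), and the organizer gene *Gsc* by 5.28 (SE 0.51). *Evx1os*, which overlaps *Evx1* on the other strand, rose by 6.36 (SE 0.59), a value that is uncertain where reads of the overlap are shared. Wnt/beta-catenin pathway genes rose in 12 of 19 cases with 0 falling (adjusted over the list alone, 17 higher and 1 lower, median 2.24, adjusted p = 4.46e-22, and 0.0048 with an estimated correlation). They included the direct targets *Sp5* (4.90, SE 0.28) and *Axin2* (2.55, SE 0.20) and the ligand genes *Wnt8a* (4.22, SE 0.41) and *Wnt5b* (2.24, SE 0.23). *Wnt9b* rose by 2.57 (SE 0.53), with 2.25 (adjusted p = 0.0843) in experiment 2 alone. The Wnt effectors *Tcf7* and *Lgr4* were at 0.52 (SE 0.11) and 0.74 (SE 0.09), and the repressor *Tcf7l1* at -0.57 (SE 0.11, adjusted p = 0.000847, 95.2 ± 20.9 against 141 ± 30.3 CPM), all under the size threshold. Nodal pathway genes rose in 10 of 18 cases with 0 falling (adjusted over the list alone, 10 higher and 3 lower, median 1.43, adjusted p = 1.99e-09, and 0.0108 with an estimated correlation). *Nodal*, the ligand gene, rose by 2.79 (SE 0.23), its co-receptor gene *Tdgf1* by 3.78 (SE 0.45), *Chrd*, a BMP antagonist gene, by 2.34 (SE 0.29), and the feedback inhibitor genes *Lefty1* and *Lefty2* by 1.50 (SE 0.31) and 1.35 (SE 0.36). *Lefty1* was at 0.78 (adjusted p = 0.245) in experiment 2 alone. The Wnt and Nodal lists share genes with those the study picked from these libraries, so their direction is not independent evidence. BMP pathway genes rose in 6 of 16 cases and fell in 1 (adjusted over the list alone, 8 higher and 2 lower, median 0.90, adjusted p = 1.23e-05, and 0.00879 with an estimated correlation), with *Bmp7* at 1.53 (SE 0.10), the inhibitor *Smad7* at 1.58 (SE 0.20) and *Msx1* at 1.60 (SE 0.38).

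Germline genes rose in 11 of 23 cases with 0 falling on day 3 (14 higher adjusted over the list alone, median 1.04, adjusted p = 3.33e-08, and 0.018 with an estimated correlation), such as the piRNA pathway genes *Tdrd1* (1.42, SE 0.22) and *Tdrd12* (1.33, SE 0.16) and the retrogene *Rpl10l* (1.94, SE 0.38). Of 14 naive genes 4 rose, including *Nanog* (2.06, SE 0.26), which is also expressed in the early streak, and *Dppa5a* (1.44, SE 0.19). Adjusted over the list alone 6 were higher and 1 lower, and the call (adjusted p = 0.00328) was lost at adjusted p = 0.245 with an estimated correlation. Neuronal genes fell in 6 of 16 cases and rose in 1 (adjusted over the list alone, 1 higher and 7 lower, median -0.50, adjusted p = 3.78e-06, and 0.018 with an estimated correlation), with *Tubb3* and *Elavl3*, an RNA-binding protein gene of neurons (-2.63, SE 0.22). Of 26 anterior neural progenitor genes 5 fell and 1 rose (adjusted over the list alone, 1 higher and 11 lower, median -0.36, or -0.29 at the bound), a call (adjusted p = 0.0122) lost at adjusted p = 0.305 with an estimated correlation. *Sox1* fell by 1.81 (SE 0.38), with -2.73 in experiment 1 and -1.01 (adjusted p = 0.172) in experiment 2. Imprinted genes fell in 5 of 26 cases with 0 rising (adjusted over the list alone, 2 higher and 14 lower, median -0.51, adjusted p = 8.66e-07, and 0.00879 with an estimated correlation), among them *Nnat* (-2.50, SE 0.28), *Magel2* (-1.55, SE 0.17) and *Sgce* (-1.28, SE 0.17). Against marker lists of an external mouse embryo atlas, taken from the supplement of the study, 16 of 38 streak markers rose and 1 fell (adjusted over the list alone, 25 higher and 8 lower, median 0.60, adjusted p = 1.83e-16, and 0.0048 with an estimated correlation). Of 49 ectoderm markers of the atlas 9 fell and 2 rose (adjusted over the list alone, 5 higher and 29 lower, median -0.49, adjusted p = 2.13e-22, and 0.0082 with an estimated correlation). The remaining genes with the largest separate falls were the tau kinase gene *Ttbk1* (-2.77, SE 0.16), *Acta2*, an actin gene of smooth muscle (-2.41, SE 0.23), and *Amd2* (-5.10, SE 0.68), with an uncertain value. *Acta2* is in a list of 14 feeder fibroblast genes, of which 4 fell and 0 rose (adjusted over the list alone, 1 higher and 5 lower, median -0.48, adjusted p = 0.0117, lost at adjusted p = 0.256 with an estimated correlation).

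By day 4 the KO cells had added endoderm and mesoderm genes. *Sox17*, a factor of definitive endoderm, stood at 68.5 ± 5.26 CPM in KO and 6.31 ± 2.63 CPM in WT (n = 2 each), a log2 fold change of 3.43 (SE 0.48, adjusted p = 1e-05). *Mesp2*, a factor of nascent somites, rose by 4.25 (SE 0.51) and *Foxa2* by 3.61 (SE 0.42) to 118 ± 10.4 CPM. *Pax6* was at 0.218 ± 0.0177 CPM against 14.6 ± 2.52 CPM (-6.02, SE 0.56), *Sox1* at -5.31 (SE 0.48) and *En1* at -7.76 (SE 0.60), and *Wnt1* was at least 103-fold lower (0 counts in KO and 310 in WT). Here 735 genes were higher and 925 lower, and the libraries of 1659 of these 1660 did not overlap. Of them 1222 (73.6%) had not passed on an earlier day. Both libraries of each genotype came from experiment 2, so no value within another experiment exists for this day.

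Definitive endoderm genes rose in 16 of 20 cases on day 4 with 0 falling (18 higher adjusted over the list alone, median 2.64, adjusted p = 5.86e-25, and 0.000566 with an estimated correlation), among them the Nodal and Wnt antagonist gene *Cer1* (4.36, SE 0.64), *Cpm*, a carboxypeptidase gene (4.50, SE 0.35), and *Hhex*, a factor of anterior endoderm (2.83, SE 0.25). Primitive streak genes rose in 14 of 18 cases with 0 falling (16 higher adjusted over the list alone, median 2.87, adjusted p = 1.37e-11, lost at adjusted p = 0.0505 with an estimated correlation), with *T* at 2.48 (SE 0.49), *Eomes* at 3.03 (SE 0.50) and *Mixl1* at 2.67 (SE 0.51). *T* in WT cells was at 60.6 ± 3.10 CPM on that day, against 338 ± 47.4 CPM in KO. Mesoderm genes rose in 14 of 24 cases with 0 falling (adjusted over the list alone, 17 higher and 2 lower, median 2.17, or 1.86 at the bound, adjusted p = 3.96e-08, lost at adjusted p = 0.0505 with an estimated correlation), including *Foxc1* (3.48, SE 0.47), *Foxc2* (4.60, SE 0.56) and *Twist1* (1.87, SE 0.22), genes of early mesenchyme. *Pdgfra* rose by 1.48 (SE 0.34), but lost its call (1.28) without WT replicate 1. Of 12 cardiac muscle genes 5 rose and 0 fell (6 higher adjusted over the list alone, adjusted p = 0.00784, lost at adjusted p = 0.138 with an estimated correlation), with *Myl7* at 3.81 (SE 0.56). *Myh7* lost its call without any single library, *Nkx2-5* without KO replicate 1 or either WT replicate, and *Myocd* without WT replicate 2. *Gata4* (1.85, SE 0.56) lost its call without KO replicate 1 (1.68) or WT replicate 1 (1.32). Of 18 Nodal pathway genes 7 rose and 0 fell (9 higher adjusted over the list alone, adjusted p = 0.00025, lost at adjusted p = 0.0965 with an estimated correlation), and of 16 BMP pathway genes 6 rose and 2 fell (adjusted over the list alone, 8 higher and 2 lower, adjusted p = 0.000145, and 0.0183 with an estimated correlation), with *Bmp7* at 1.58 (SE 0.13) and the target *Id2* at -2.43 (SE 0.25).

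On the neural side of day 4, 9 of 26 anterior neural progenitor genes fell and 0 rose (14 lower adjusted over the list alone, median -1.23, or -1.15 at the bound, adjusted p = 2.19e-12, and 0.00485 with an estimated correlation), with *Sox2* at -4.31 (SE 0.35), *Lhx5* at -4.57 (SE 0.64) and *Fezf2* at least 48.3-fold lower. Of 17 midbrain and hindbrain genes 9 fell and 2 rose (adjusted over the list alone, 2 higher and 9 lower, median -1.29, adjusted p = 2.13e-05, lost at adjusted p = 0.0706 with an estimated correlation), with *Pax2* at -7.16 (SE 0.63) and *Pax5* at a ratio of 0.00449 (interval 0.000542 to 0.0163). Neuronal genes fell in 9 of 16 cases and rose in 1 (adjusted over the list alone, 1 higher and 9 lower, median -1.06, or -1.02 at the bound, adjusted p = 6.15e-07, and 0.0144 with an estimated correlation), such as *Elavl3* (-4.69, SE 0.45), *Tubb3* (-2.63, SE 0.25) and *Rbfox3* (-2.18, SE 0.27). Of 12 formative and primed genes 5 fell and 1 rose (adjusted over the list alone, 2 higher and 7 lower, median -0.62, adjusted p = 1.52e-06, and 0.0144 with an estimated correlation), with *Sox3* at -2.31 (SE 0.25) and *Utf1* at -2.39 (SE 0.24). In the embryo atlas 45 of 125 endoderm markers rose and 2 fell (adjusted over the list alone, 73 higher and 11 lower, adjusted p = 3.69e-24, and 0.000322 with an estimated correlation), and 30 of 79 mesoderm markers rose and 1 fell (adjusted over the list alone, 48 higher and 6 lower, adjusted p = 1.82e-13, and 0.0183 with an estimated correlation). The genes with the largest separate rises were *Gata1*, a blood factor (6.01, SE 0.82), *Samd3* (5.72, SE 0.75), *Isl1*, a cardiac and neuronal progenitor factor (5.34, SE 0.76), *Kcnk16* (5.16, SE 0.83) and *Shh*, the hedgehog ligand of notochord and endoderm (5.00, SE 0.66).

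By day 5 cardiac, mesoderm and endoderm genes were among those that rose in KO cells. *Isl1* and *Hand2*, factors of cardiac progenitors, rose by 5.91 (SE 0.51) and 5.86 (SE 0.74), the latter from 0.427 ± 0.740 CPM in WT to 22.3 ± 5.33 CPM in KO (n = 3 each). *Ttn*, the giant sarcomere protein, rose by 6.03 (SE 0.34), *Cpm* by 5.22 (SE 0.26) to 237 ± 38.7 CPM and *Sox17* by 3.32 (SE 0.41). *Pax6* fell by 3.71 (SE 0.35, 1.62 ± 0.347 against 20.6 ± 2.72 CPM), *Sox1* by 4.01 (SE 0.35), *Tubb3* by 3.19 (SE 0.23) and *Wnt1* by 6.74 (SE 0.35). The residual pluripotency transcripts *Pou5f1* and *Nanog* fell by 1.92 (SE 0.16) and 1.98 (SE 0.34).

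There were 1294 genes higher and 1238 lower in KO on day 5, and the libraries of 2275 of these 2532 did not overlap. Of them 1290 (50.9%) had not passed on an earlier day, and 3599 genes passed on at least 1 of the 6 days. Experiment 1 alone gave 2524 genes and experiment 2, with 1 library per genotype, 1677. The log2 fold changes in experiments 1 and 2 were -3.79 and -3.43 for *Pax6*, -3.75 and -4.43 for *Sox1*, 7.39 and 4.92 for *Isl1* and 4.46 and 1.69 for *Sox17*. For the streak genes they were 3.46 and 0.81 for *T* and 3.29 and -0.62 for *Eomes*, neither of which passed in experiment 2. Their pooled values were 2.05 (SE 0.42) and 1.97 (SE 0.46). *Gata4* was at 4.85 and 1.59 (adjusted p = 0.061), with a pooled value of 3.92 (SE 0.52). *Mixl1* and *Tdgf1* did not pass when pooled (1.38 and 0.57, adjusted p = 0.16 and 0.527). In experiments 1 and 2 they passed in opposite directions, *Mixl1* at 3.70 and with 0 counts in the KO library of experiment 2, and *Tdgf1* at 2.30 and -2.06. They passed without WT day 5 replicate 3 (3.37 and 2.00, adjusted p = 0.0075 and 0.0218), and *Mixl1* also without KO day 5 replicate 3 (1.89, adjusted p = 0.0242).

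Of 24 mesoderm genes 22 rose on day 5 and 0 fell (24 higher adjusted over the list alone, median 3.58, or 3.43 at the bound, adjusted p = 4.89e-17, and 0.00113 with an estimated correlation), with *Tbx20* (5.25, SE 0.42), *Mef2c* (4.41, SE 0.46), *Twist1* (2.49, SE 0.18) and *Pdgfra* (2.66, SE 0.29). All 12 cardiac muscle genes rose (12 higher adjusted over the list alone, median 3.56, adjusted p = 4.89e-17, and 0.000462 with an estimated correlation), among them the sarcomere genes *Myl7* (5.21, SE 0.46), *Tnnt2* (4.54, SE 0.56), *Myh6* (4.29, SE 0.31) and *Myh7* (3.70, SE 0.30). *Nkx2-5*, a cardiac homeobox factor, had 233 counts in KO and 2 in WT (ratio 112, interval 30.7 to 931). Definitive endoderm genes rose in 18 of 20 cases with 0 falling (19 higher adjusted over the list alone, median 3.06, adjusted p = 6.4e-22, and 0.000236 with an estimated correlation), with *Spink1* (5.16, SE 0.66), *Cer1* (3.58, SE 0.52), *Foxa2* (2.71, SE 0.34) and *Hhex* (2.42, SE 0.20). Of 16 BMP pathway genes 10 rose and 0 fell (14 higher adjusted over the list alone, median 1.72, adjusted p = 2.99e-08, and 0.00187 with an estimated correlation), including the ligand genes *Bmp2* (3.86, SE 0.36) and *Bmp5* (4.49, SE 0.42) and the inhibitor *Smad6* (3.16, SE 0.34). Blood and endothelium genes rose in 7 of 12 cases with 0 falling (8 higher adjusted over the list alone, median 1.64, adjusted p = 0.00106, and 0.0119 with an estimated correlation), with *Tal1*, a blood stem cell factor, at 3.13 (SE 0.67) and at 1.93 (adjusted p = 0.161) in experiment 2 alone. Streak genes rose in 10 of 18 cases and fell in 1 (adjusted over the list alone, 10 higher and 1 lower, adjusted p = 0.00106, lost at adjusted p = 0.269 with an estimated correlation).

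Neuronal genes fell in 11 of 16 cases on day 5 with 0 rising (12 lower adjusted over the list alone, median -2.29, or -1.92 at the bound, adjusted p = 1.83e-09, and 0.00216 with an estimated correlation), including *Rbfox3* (-3.59, SE 0.24), *Elavl3* (-3.23, SE 0.33) and *Stmn2* (-1.58, SE 0.16). Of 26 anterior neural progenitor genes 13 fell and 4 rose (adjusted over the list alone, 5 higher and 14 lower, median -1.31, adjusted p = 2.14e-05, lost at adjusted p = 0.0647 with an estimated correlation), with *Lhx5* (-4.10, SE 0.51) and *Sox2* (-2.14, SE 0.24) lower. *Six3*, a forebrain and anterior endoderm factor, rose by 1.59 (SE 0.38), but was at 0.88 without KO day 5 replicate 3, at 0.96 without WT day 5 replicate 3 and at 0.59 (adjusted p = 0.0876) in experiment 1. Midbrain and hindbrain genes fell in 9 of 17 cases and rose in 4 (adjusted over the list alone, 4 higher and 10 lower, adjusted p = 0.00141, lost at adjusted p = 0.16 with an estimated correlation), with *En1* at -4.64 (SE 0.37), *Pax5* at a ratio of 0.00255 (interval 0.000308 to 0.00924) and *Pax8* at a ratio of 0.00851 (interval 0.000214 to 0.0484). *Fezf2* was at a ratio of 0.00262 (interval 6.62e-05 to 0.0147). Formative and primed genes fell in 5 of 12 cases with 0 rising (adjusted over the list alone, 3 higher and 7 lower, median -0.75, adjusted p = 3.83e-06, and 0.016 with an estimated correlation). Imprinted genes went both ways, with 11 of 26 rising and 3 falling (adjusted over the list alone, 13 higher and 9 lower, median 0.36, adjusted p = 0.0443, lost at adjusted p = 0.257 with an estimated correlation), the growth-related genes *H19* and *Igf2* rising by 2.84 (SE 0.24) and 2.53 (SE 0.17). The largest separate changes also took in *Rgs5*, a pericyte gene (6.38, SE 0.63), *Gata5*, a factor of endoderm and heart (6.15, SE 0.68), and the pseudogene *Gng5-ps* (at least 75.4-fold higher, 235 counts against 0), whose value is uncertain and whose call was lost at adjusted p 0.0566 to 0.0756 without KO replicate 1 or 3 or without any of the 3 WT libraries.

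**Figure D3:**
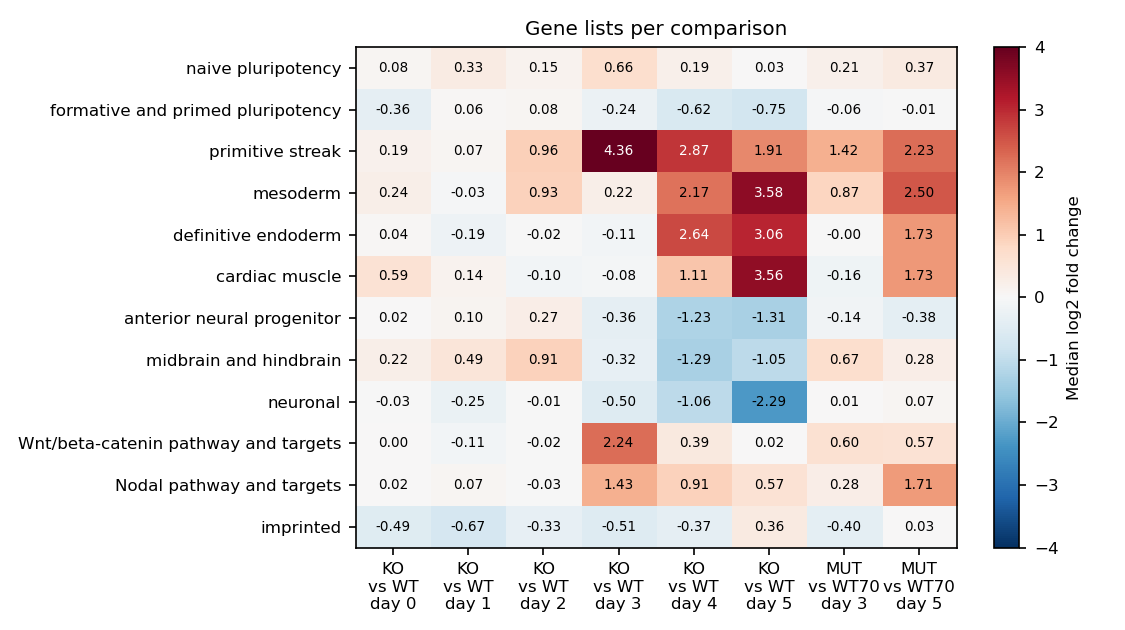
Median log2 fold change of 12 gene lists (rows) in 8 comparisons (columns), with each median printed in its cell. In KO against WT the streak list stood at 4.36 on day 3 and the cardiac list at 3.56 on day 5.

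Over the time course the effect of the KO itself changed. The difference between the KO effects of day 3 and day 0 passed for 555 genes (196 higher and 359 lower), and that between day 5 and day 3 for 2036 genes (1118 higher and 918 lower). On all 6 days 15 genes differed between KO and WT, *Tet1* among them.

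The MUT cells addressed what the loss of catalytic activity alone does. On day 3 they differed from WT70 in 32 genes, and the largest differences were in imprinted and Y-linked genes. *Meg3* and *Rian*, noncoding RNAs of the imprinted Dlk1-Dio3 region, stood at 717 ± 122 and 846 ± 179 CPM in MUT (n = 2) and at or under 1.33 CPM in WT70 (n = 1), log2 fold changes of 9.24 (SE 0.30) and 9.30 (SE 0.30). *Mirg* of the same region was at least 299.9-fold higher (2036 counts against 0). The Y-linked genes *Ddx3y*, *Eif2s3y* and *Uty* fell by 6.07 (SE 0.38), 5.85 (SE 0.46) and 4.74 (SE 0.36). Streak genes were not past the threshold, with *T* at 6.90 ± 2.99 against 1.74 CPM (log2 fold change 1.97, SE 0.94, adjusted p = 0.82) and *Eomes* at 1.66 (SE 0.67, adjusted p = 0.665), and so were *Nodal* (1.49, SE 0.46, adjusted p = 0.391), *Tubb3* (-0.53, SE 0.26, adjusted p = 0.839) and *Pax6* (-0.01, SE 0.46, adjusted p = 1). With only the compared libraries, and without the filter on low counts, *T*, *Eomes* and *Nodal* passed, and *Nodal* also in experiment 3 alone.

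In MUT 10 genes were higher and 22 lower than in WT70 on day 3, and the libraries of all 32 did not overlap. Without 1 MUT library 14 or 18 passed. Imprinted genes rose in 4 of 26 cases and fell in 2 (adjusted over the list alone, 8 higher and 11 lower). Their median was -0.40, their mean 1.07 and the camera test upward (adjusted p = 5.33e-13, and 0.00117 with an estimated correlation), so median and test differ in sign. *Cdkn1c*, an imprinted cell cycle inhibitor, was higher by 3.73 (SE 0.64). Primitive streak genes had 0 of 18 past the threshold and 0 adjusted over the list alone (median 1.42, or 1.10 with 5 genes at their bound, adjusted p = 5.03e-05, lost at adjusted p = 0.578 with an estimated correlation). The other separate changes were *Crim1* (1.56, SE 0.29), *Lnx1* (-2.36, SE 0.45) and *Slc22a3* (-2.80, SE 0.55). Each was lost when 1 MUT library was left out, at adjusted p 0.0637 and 0.0798 for *Crim1*, 0.0609 and 0.328 for *Lnx1* and 0.248 and 0.296 for *Slc22a3* without replicates 1 and 2. Against WT7 and WT34, a control chosen after seeing the data, *Meg3*, *Rian*, *Mirg* and *Cdkn1c* had log2 fold changes of 0.33, 0.01, 0.34 and 0.19 (adjusted p 0.263 to 0.981), and 116 genes passed. For *Sgce*, which fell, MUT lay farther than WT70 from these lines.

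**Figure D4:**
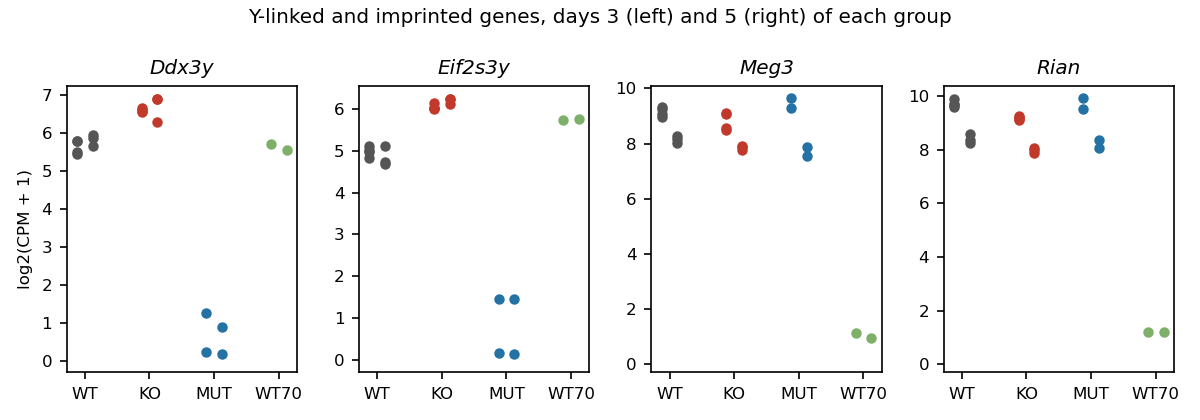
Level of the Y-linked genes *Ddx3y* and *Eif2s3y* and of the imprinted genes *Meg3* and *Rian* in each library of days 3 and 5 (vertical axis, log2(CPM + 1); points are libraries, grouped by genotype). *Ddx3y* stayed at or under 1.41 CPM in all 4 MUT libraries, and *Rian* at or under 1.33 CPM in both WT70 libraries.

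On day 5 some mesoderm and endoderm genes, and 4 of 18 streak genes, were higher in MUT than in WT70. *T* was at 87.7 ± 7.60 CPM in MUT (n = 2) and 12.5 CPM in WT70, a log2 fold change of 2.81 (SE 0.69). *Foxc2* and *Tbx1*, mesoderm factors, rose by 5.56 (SE 0.85) and at a ratio of 87.7 (interval 24.1 to 727), *Meox1*, a somite gene, at a ratio of 149 (interval 41.0 to 1230), and *Sox17* by 2.40 (SE 0.63). *Pax6* fell by 1.45 (SE 0.40) to 20.4 ± 0.862 CPM against 55.6 CPM, *Wnt1* by 1.33 (SE 0.32) and *Otx2* by 1.05 (SE 0.30), while *Sox1* (0.22, adjusted p = 0.91), *Tubb3* (0.12, adjusted p = 0.93) and *En1* (-0.59, adjusted p = 0.566) did not pass. In all 273 genes were higher and 132 lower, and the libraries of all 405 did not overlap. Without MUT replicate 1 or 2 the count was 206 or 221.

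Definitive endoderm genes rose in 10 of 20 cases on day 5 in MUT with 0 falling (15 higher adjusted over the list alone, median 1.73, adjusted p = 1.77e-16, and 0.00556 with an estimated correlation), with *Cpm* (3.13, SE 0.40) and *Prdm1* (4.03, SE 0.75), a factor of endoderm and germ cells. Mesoderm genes rose in 11 of 24 cases with 0 falling (15 higher adjusted over the list alone, median 2.50, or 2.14 with 6 genes at their bound, adjusted p = 3.32e-13, and 0.015 with an estimated correlation). Cardiac muscle genes rose in 4 of 12 cases with 0 falling (7 higher adjusted over the list alone, median 1.73, or 1.56 at the bound, adjusted p = 1.26e-06, and 0.015 with an estimated correlation), with *Smarcd3* (2.07, SE 0.43) and *Myh6* (2.41, SE 0.53). *Myh7*, which also rose, was at 1.91 and 1.60 without MUT replicates 1 and 2, not past the threshold in either case. Of 20 Hox genes 3 rose and 0 fell (16 higher adjusted over the list alone, median 5.18, or 2.60 with 16 genes at their bound, adjusted p = 1.13e-12, and 0.0132 with an estimated correlation). Streak genes rose in 4 of 18 cases with 0 falling (11 higher adjusted over the list alone, median 2.23, or 1.76 at the bound, adjusted p = 2.28e-09, lost at adjusted p = 0.104 with an estimated correlation). Nodal pathway genes had 0 of 18 past the threshold (10 higher adjusted over the list alone, median 1.71, or 1.50 at the bound, adjusted p = 7.31e-06, lost at adjusted p = 0.0508 with an estimated correlation). Imprinted genes rose in 8 of 26 cases and fell in 4 (adjusted over the list alone, 9 higher and 7 lower, median 0.03, adjusted p = 5.31e-12, and 0.00275 with an estimated correlation), again with *Meg3* (7.79, SE 0.30), *Rian* (7.83, SE 0.29) and *Mirg* (ratio 84.1, interval 23.1 to 697) far above WT70. The Y-linked genes *Ddx3y* (-6.54, SE 0.42), *Eif2s3y* (-5.89, SE 0.47) and *Uty* (-5.31, SE 0.38) fell most, followed by *Duxbl3* (-3.32, SE 0.86), a member of a family of near-identical copies with an uncertain value, and the transporter gene *Slc43a3* (-3.28, SE 0.38). Leaving out a MUT library ended several calls, at adjusted p (without replicates 1 and 2) 0.0764 and 0.0581 for *T*, 0.144 and 0.059 for *Lhx1* and 0.0963 and 0.148 for *Fst*, also streak genes, 0.108 and 0.0856 for *Sox17*, 0.2 and 0.177 for *Pax6*, 0.17 and 0.149 for *Wnt1*, 0.165 and 0.204 for *Otx2* and 0.163 and 0.194 for *Duxbl3*, and 0.0501 for *Myh6* without replicate 2. Against WT7 and WT34 *T* was at 1.41 (adjusted p = 0.0715), *Lhx1* at 1.40 (0.0928), *Fst* at 1.30 (0.0781), *Pax6* at -0.02 (0.994), *Wnt1* at 0.13, *Otx2* at -0.07, *Duxbl3* at 0.06 (0.988) and *Meg3*, *Rian* and *Mirg* at -0.43, -0.21 and -0.62, so the direction of *Wnt1*, *Duxbl3* and of these imprinted genes turned with the control.

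Whether the KO effect exceeded the MUT effect was tested as the difference between them, each taken within its own experiments and against its own control. On day 3 the difference passed for 49 genes that were higher and 36 that were lower. The Wnt target *Axin2* (1.95, SE 0.40), the Wnt ligand gene *Wnt11* (3.22, SE 0.67), the lipoxygenase gene *Alox15* (3.51, SE 0.71) and *Bmp7* (1.52, SE 0.20) were higher in the KO effect, and *Tet1* (-2.08, SE 0.22, but -0.50 and not past the threshold with limma on TPM), *Tubb3* (-1.86, SE 0.32) and the Wnt antagonist gene *Sfrp1* (-1.14, SE 0.22) lower. The main streak genes did not pass, with differences of 4.24 (SE 1.30, adjusted p = 0.176) for *T*, 4.53 (SE 1.10, adjusted p = 0.0548) for *Mixl1*, 2.62 (SE 0.73, adjusted p = 0.116) for *Eomes* and 3.22 (SE 0.89, adjusted p = 0.107) for *Foxa2*. *T*, *Mixl1* and *Foxa2* did pass with DESeq2 (4.10, 4.53 and 3.29), with limma on log2 TPM, without the filter on low counts and with only the compared libraries, and *Eomes* without the filter. As a list the 18 streak genes had 0 past the threshold and 8 higher adjusted over the list alone (median 2.70, adjusted p = 2.07e-14, and 0.0419 with an estimated correlation). Wnt/beta-catenin genes had 1 of 19 past the threshold (6 higher adjusted over the list alone, median 1.19, adjusted p = 5.71e-11, and 0.0419 with an estimated correlation), and of 16 neuronal genes 2 fell (4 lower adjusted over the list alone, median -0.95, adjusted p = 2.65e-05, and 0.0419 with an estimated correlation). Large differences included *Ddx3y* (7.04), *Eif2s3y* (6.94) and *Uty* (5.42). *Mirg* (0 counts in WT70), *Rian* (-9.84), *Meg3* (-9.57) and *Cdkn1c* (-3.83) shrank to -0.83, -0.54, -0.64 and -0.27 in KO against MUT directly, not past the threshold. The differences of *Axin2* (1.85), *Alox15* (3.39) and *Sfrp1* (-1.10) were lost without MUT replicate 2, and that of *Wnt11* without either MUT replicate.

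On day 5 the KO and MUT effects differed in neuronal, midbrain and hindbrain, BMP pathway and cardiac genes. *Sox1* (-4.23, SE 0.59), *En1* (-4.05, SE 0.59), *Tubb3* (-3.31, SE 0.37) and *Pax6* (-2.27, SE 0.55) fell further in KO, and *Mef2c* (3.20, SE 0.74), *Ryr2*, the calcium channel of heart muscle (2.89, SE 0.47), *Pdgfra* (2.07, SE 0.47) and *Twist1* (1.42, SE 0.30) rose further. *Sox17* (0.92, adjusted p = 0.598), *T* (-0.75, adjusted p = 0.719) and *Gata4* (2.55, adjusted p = 0.0795) did not pass. *Mef2c* (3.14) and *Twist1* (1.45) were not past the threshold with only the compared libraries, nor *Pdgfra* (1.89) and *Pax6* (-2.22) without the experiment term, nor *Pdgfra* (0.52) in KO against MUT directly, nor *Ryr2* (0.73) and *Pax6* (-0.87) with limma on TPM, while *Gata4* passed with DESeq2 (2.73). The difference passed for 246 genes that were higher and 536 that were lower. Of the 1294 genes that rose in KO 187 also rose in MUT (16.4 expected of independent lists), and of the 1238 that fell 74 also fell (7.57 expected), while 199 and 436 of the KO genes passed the test of the difference.

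Of 16 neuronal genes 5 fell further in KO on day 5 and 0 rose (8 lower adjusted over the list alone, median -1.78, adjusted p = 3.56e-08, and 0.00793 with an estimated correlation), with *Rbfox3* (-2.99, SE 0.38) and *Stmn2* (-2.43, SE 0.29). Midbrain and hindbrain genes fell further in 6 of 17 cases with 0 rising (10 lower adjusted over the list alone, median -2.81, adjusted p = 1.86e-06, and 0.0476 with an estimated correlation), including *Wnt1* (-5.41, SE 0.54) and *En2* (-6.05, SE 1.28). Anterior neural progenitor genes fell further in 10 of 26 cases with 0 rising (adjusted over the list alone, 5 higher and 14 lower, median -1.33, adjusted p = 3.72e-05, lost at adjusted p = 0.077 with an estimated correlation). BMP pathway genes rose further in 5 of 16 cases (11 higher adjusted over the list alone, median 1.36, adjusted p = 1.58e-07, and 0.00646 with an estimated correlation), with *Smad9* (3.78, SE 0.77), *Msx1* (2.62, SE 0.61) and *Smad6* (2.43, SE 0.59), and cardiac muscle genes in 3 of 12 (7 higher adjusted over the list alone, median 1.74, adjusted p = 2e-06, and 0.0178 with an estimated correlation), with *Myh7* at 1.94 (SE 0.51). Of 24 mesoderm genes 4 rose more and 2 less (adjusted over the list alone, 12 higher and 3 lower, median 1.67, adjusted p = 0.000187, lost at adjusted p = 0.178 with an estimated correlation). *Myh7* was at 1.89 (adjusted p = 0.0546) without KO replicate 1, 1.76 (0.0577) without KO replicate 3 and 1.81 (0.0938) without MUT replicate 1. *Gata4* passed without KO replicate 3 (3.31, adjusted p = 0.0012) or WT replicate 3 (3.07, adjusted p = 0.0373). *Tet1* was at -1.13 (SE 0.22) and at -0.96 without WT replicate 3. With limma on TPM *Tet1* (0.28) and *Rbfox3* (0.61) turned direction and were not past the threshold, and *En2*, *Msx1*, *Smad6*, *Myh7* and *Fezf2* did not pass, nor did *Msx1* and *Smad6* with only the compared libraries. Large differences included *Ddx3y* (7.44), *Eif2s3y* (7.25), *Uty* (6.53), *H19* (4.80, SE 0.48), *Rian* (-8.26), *Meg3* (-8.09), *Pax5* (-8.08) and *Fezf2* (-6.93), where the last pair rest on 2 and 1 KO counts. KO against MUT directly, which crosses experiments and was chosen after seeing the data, gave *Rian* at -0.21 and *Meg3* at 0.14 on day 5.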

Values the study reported

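At an adjusted p under 0.05 and a log2 fold change beyond 1, the study reported 1359 genes up-regulated and 1074 down-regulated in *Tet1* KO against WT cells at the start of divergence on day 3. Of the genes that differed on day 4, more than 80% had not differed before, and on day 5 more than 60%. At the same thresholds the study counted about 50 genes that differed between *Tet1* MUT and WT on day 3, most of them lower in MUT.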

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

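The tests of gene positions, of Y-linked and X-linked genes and of the imprinted genes were chosen only after the results were seen, and so were the margin by which the share of MUT genes on day 5 was judged and the use of *Kdm5d* in judging the Y-linked genes.

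In the groups of 4 libraries (KO and WT on day 3), 5 of 93 Dixon tests of the marker genes picked out a library, and chance picks out about 1 in 20 groups. *Foxa2* stood at 58.1 CPM in KO day 3 replicate 1 (nearest library 51.3 CPM), *Esrrb* at 10.7 CPM in WT day 3 replicate 1 (7.12 CPM), *Nodal* at 20.7 CPM in WT day 3 replicate 3 (14.2 CPM) and *En1* at 0.432 CPM in WT day 3 replicate 2 (0.150 CPM). *Hand2* was at 0.117 CPM in KO day 3 replicate 3 and at 0 in the others.

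The KO effect differed between days 0 and 3 for 555 genes (196 higher and 359 lower on day 3) and between days 3 and 5 for 2036 (1118 and 918). It differed between experiments 1 and 2 for 1 gene on day 3 (*Trh*, -1.65, adjusted p = 0.0248, the only gene past the threshold) and for 332 on day 5 (90 higher and 242 lower in experiment 2, among them *Lhx1*, *Msx1* and *Trh*), where experiment 2 held 1 KO and 1 WT library, assumed to vary like the other groups. On day 5 the experiments themselves differed for 1677 genes in WT and for 1373 in KO, and on day 3 for 372 and 360. The KO effect differed from the MUT effect for 85 genes on day 3 and 782 on day 5.

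Taking libraries as the unit, chance can be excluded for KO vs WT day 3, where 1 of 35 splits of the 8 libraries, the real one, gave as many as 856 genes. The highest other split, the one that parts experiment 1 from experiment 2, gave 751, and within the experiments KO and WT differed for 927 and 608 genes. These libraries come from 4 lines, which have only 3 splits, too few for a share under 0.05. By library it can also be excluded for WT day 5 vs day 3 (2 lines), with 3344 genes in 1 of 35 splits and 1869 in the highest other. For KO vs WT day 5 the 10 splits of 6 libraries are too few for a share under 0.05 (1 of 10, 2532 genes, highest other 115).

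Besides *Tet1*, 14 genes differed between KO and WT on all 6 days, 10 of them annotated as pseudogenes (9.76% of tested genes are). A chromosome segment carried along with the targeted allele is excluded for the 12 on other chromosomes than *Tet1*, and stays open for the pair on chromosome 10, of which 1 lies within 20 Mb of *Tet1*. For the retrocopies *Tpm3-rs7* (0 to 2.26 CPM in KO, 97.2 to 163 CPM elsewhere) and *Tdg-ps* (0 to 0.866 and 15.2 to 29.3 CPM), the parent genes *Tpm3* and *Tdg* gained a median of 1.10 times the CPM that the copy lost (quartiles 0.714 and 1.59), so reads of the parent may be counted at the copy in WT and not in KO cells. Sequence differences that segregate between lines whatever their *Tet1* genotype stay open, since lines of the same genotype differed in a mean of 2.5 all-or-none genes (0 for WT7 and WT34, 5 for KO1 and KO15) against 6 for lines of different genotypes. A direct effect of TET1 loss, the biological explanation, was not tested and stays open.

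The Y-linked genes *Ddx3y*, *Eif2s3y* and *Uty* in MUT reached at most 13.5% of the lowest level in any other library, but *Kdm5d*, low throughout, was at 1.48 to 2.42 CPM in MUT and 1.32 to 3.93 CPM elsewhere, so loss of the Y chromosome in most cells of both MUT lines stays open. A pair of X chromosomes in MUT is excluded by a median log2 fold change of 0.0288 over 377 X-linked genes on day 3 (quartiles -0.09 and 0.14) and by *Xist* at or under 0.891 CPM in MUT, within its range elsewhere (0.0773 to 14.3 CPM). For imprinted genes a changed imprint in WT70 stays open, with WT70 farther than MUT from WT7 and WT34 in 13 of 18 calls (5 of 6 on day 3 and 8 of 12 on day 5). *Meg3*, *Rian* and *Mirg* were at 0 to 1.33 CPM in WT70 and 6.28 CPM or more in all others, which argues against a rise by the mutation. An effect of the mutation on the other imprinted genes, not tested, stays open.

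Of 25 mesoderm, endoderm and streak genes higher in MUT than in WT70 on day 5, 14 were still past the threshold against WT7 and WT34, 20 against all WT libraries and 21 with a term for the 3 experiments, with median log2 fold changes of 1.80, 2.03 and 2.84 against 2.97. Differences between WT cultures, with WT70 at the low end, may therefore make up part of the pattern. The bound set beforehand for excluding this was 50% of the genes, and 14 of 25 passes it by less than its binomial spread, so it stays open. Both MUT libraries lay above all 4 WT libraries of the day in 22 of the 25, and the MUT mean above the WT library of experiment 2 in all 25, but these genes were chosen for being higher in MUT than in WT70, 1 of the 4. Loss of the catalytic activity, the biological explanation, stays open, since MUT and these controls come from different experiments.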

How the results depend on the processing

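The tests of MUT against WT7 and WT34, of KO against MUT directly, and the count without imprinted and Y-linked genes were chosen only after the data were seen.

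Of 167 counts of changed genes under other settings, 112 were within 1.5 times the reported count and 55 outside. With RLE size factors every count was within 1.5 times, and the share of higher genes moved by under 10 percentage points. Without the filter on low counts more genes passed on the early days and in MUT, with 377, 421 and 333 for KO on days 0 to 2, 218 and 738 for MUT on days 3 and 5, and 419 for the difference of the effects on day 3. The cause was not tested. At a log2 fold change over 1.5, a stricter threshold by construction, 84, 61, 73 and 452 passed for KO on days 0 to 3, 55 and 499 for the difference on days 3 and 5, and 2085 for WT day 5 vs day 3.

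With limma on log2(TPM + 1), where the added 1 shrinks fold changes of low genes, 73, 68, 46, 255, 847 and 983 genes passed for KO on days 0 to 5, 50 and 185 for MUT on days 3 and 5, 384 for the difference on day 5, 2355 for WT day 3 vs day 0 and 1176 for WT day 5 vs day 3. Its split of higher and lower genes moved most for KO day 1 (50 and 18), MUT day 3 (10 and 40), MUT day 5 (102 and 83) and the difference on day 3 (71 and 23) and day 5 (206 and 178). Of 1164 values of named genes and list members it ended 129 calls and made 15, and not every one is marked in the text. DESeq2 gave 56 for MUT day 3 and 185 for the difference on day 3, and the cause was not tested.

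With only the compared libraries in the fit, 5 and 66 genes passed for KO on days 1 and 2, 300 and 824 for MUT on days 3 and 5, and 232 for the difference on day 3, each with its own estimate of the spread from fewer libraries. Experiment 2 alone, with 1 library per genotype, gave 1677 for KO day 5. For MUT on days 3 and 5, all WT libraries as control gave 69 and 686, experiment 3 alone 128 and 805, and WT7 and WT34 as control 116 and 856, while WT70 counted as WT with a term for 3 experiments gave 57 on day 3. KO against MUT directly gave 559 on day 3 and 1882 on day 5. These controls cross experiments, and the cause was not tested. Camera with an estimated correlation made 83 calls in place of 200. Without imprinted and Y-linked genes MUT had 23 and 390 calls, within 1.5 times.

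Leaving out each library in turn, 14 of 65 counts were outside 1.5 times, with fewer samples by construction. Counts ran from 103 to 152 for KO day 0, from 69 to 487 for day 1 (487 without WT day 1 replicate 2), from 59 to 90 for day 2, from 14 to 18 and from 206 to 221 for MUT on days 3 and 5, and from 42 to 120 for the difference on day 3 (42 without MUT day 3 replicate 2). They stayed within 1.5 times for KO on days 3 (741 to 834), 4 (1298 to 1379) and 5 (2228 to 2641), for the difference on day 5 (573 to 997) and for WT cells (4253 to 4801 and 3093 to 3335).

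No paired analysis was possible because the labels do not say which KO line belongs with which WT line, although the study describes littermate pairs, and WT70 is 1 line beside both MUT lines. With the line as a replicate block, WT day 3 vs day 0 gave 4420 genes and WT day 5 vs day 3 2414. Of 201 values of named genes the block changed 6 calls (*Lhx5* and *Tnnt2* lost, *Axin2*, *Sox1* and *Suz12* gained from day 0 to 3, *Eomes* gained from day 3 to 5) and no other. The 5 changes from day 0 to 3 also occurred with only the compared libraries and no block, and that of *Eomes* did not.

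Of 15416 log2 fold changes of named genes and list members under other settings, 14446 kept their direction and side of the threshold, 543 were no longer past it, 401 came past it and 26 reversed. No value reversed with DESeq2, RLE size factors, no filter, no experiment term, experiment 1 or 3 alone, 1 library per line, only the compared libraries, the replicate block or a term for 3 experiments. The 26 that reversed were as follows, and the cause was not tested. Against WT7 and WT34, MUT on day 5 had *Pou5f1* at -1.06, *Fgf5* -0.20, *Wnt1* 0.13, *Rian* -0.21, *Meg3* -0.43, *Mirg* -0.62, *Duxbl3* 0.0596, *Snai1* -0.51 and *Trib3* -1.16, and against all WT libraries *Mirg* -0.20 and *Snai1* -0.17, with Meg3, MUT vs WT70 day 5, at -0.0235. For KO against MUT directly, *Wnt9b* was at 3.20 on day 3, and *Esrrb* at 1.33, *Fgf5* 1.13, *Meg3* 0.14, *Mirg* 0.0266, *Egr1* 1.95 and *Egr2* 0.81 on day 5. With limma on TPM, *Lhx2* in KO day 2 was at -0.0022, and *Tet1* and *Rbfox3* in the difference on day 5 at 0.28 and 0.61. In experiment 2 alone, KO day 5 had *Eomes* at -0.62, *Tdgf1* at -2.06 and *Mixl1* at -6.90, a fitted value at 0 KO counts. *Hand2* from WT day 3 to day 5 ran from -2.97 (without WT day 5 replicate 3) to 4.26 (without WT day 3 replicate 2).

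Recovery by depth or level was not tested. By adjusted p, 55.2% of simulated log2 changes of 1 were recovered in MUT vs WT70 day 3 and 80.6% in KO vs WT day 3.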

Other observations

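No test named here was chosen only after the result was seen.

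At an adjusted p under 0.05 and a log2 fold change beyond 1, 451 genes were higher and 405 lower in KO than in WT on day 3. Both are lower than the values quoted from the study above, which may not be of day 3 alone. Between MUT and WT70 on day 3, 32 genes passed, and 56 with DESeq2. The first is lower than the value quoted from the study above. The labels do not tie WT70 to the WT cells of that value. With all WT libraries as control 69 passed, and 57 with WT70 counted as WT and a term for 3 experiments. The methods of the study name a stricter fold change, after shrinkage, than its results do.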
